A study of Mus musculus with 45 samples. Its data were reported in "Disruption of the ATXN1-CIC complex reveals the role of additional nuclear ATXN1 interactors in spinocerebellar ataxia type 1" (2022).

How the data were processed

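CUT&RUN was performed by the authors on cerebellar nuclei of 15 mice, each split over 3 antibodies. Reads were trimmed, aligned to the mouse genome build mm10 (GRCm38) and to an E. coli spike-in genome, and fragments under 120 bp were kept for CIC. Blacklisted regions were removed. The authors then merged the replicate alignments of each genotype and called peaks with MACS in paired-end mode at a q-value of 0.05, with the merged WT, 154Q or 154Q[V591A;S602D] libraries as treatment and the merged CIC KO libraries as control. According to the methods, peaks that overlapped annotated repeats by more than 50% were omitted. The deposited WT and 154Q[V591A;S602D] lists still hold such peaks, whereas the name and content of the 154Q list show that they were removed there.

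In the deposited WT and 154Q[V591A;S602D] lists each line gives a peak interval, a fold enrichment (the ratio of pileup to control background at the summit, each plus 1), a −log10 p, a −log10 q and the offset of the summit. The deposited 154Q list gives 1-bp summits and −log10 q alone. The fold enrichment and the −log10 p-value and q-value are per peak on merged libraries, so they carry no replicate information, and no SD can be attached to them. Spike-in scaling does not enter these lists as far as stated. A merged library weights each animal by its read number, so 1 deeply sequenced animal can dominate a list, and this cannot be examined from the lists. In the file layout 1 peak can take several lines, one per summit. Lines were collapsed to distinct peaks by peak number, each represented by the summit with the highest −log10 q, and peaks on chromosomes 1 to 19, X and Y were used. A 154Q peak was taken to span its summits. The smallest overlap counted was 1 bp, which lowers overlap with the point-like 154Q peaks relative to intervals.

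The reference was the GRCm38 sequence with GENCODE M21 basic annotation. The repeat share of a peak was the share of its bases in lower case in this sequence. That masking need not equal the repeat library of the authors, so the common filter only approximates theirs. WT and 154Q[V591A;S602D] peaks with more than 50% masked bases were removed. The gaps in the authors' peak numbering amount to 7.45% of WT, 17.5% of 154Q and 17.5% of 154Q[V591A;S602D] numbers, which shows that all lists had passed some filter before deposition. Coordinates are 1-based.

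Overlap was tested by placing the second list at random on the same chromosomes 1000 times, avoiding assembly gaps (seed 1). Ranks were compared with Spearman's rho and 100000 permutations. For WT and 154Q[V591A;S602D], rho was also computed in 1000 permutations that kept the recovered background of each shared peak and permuted the ratio of pileup to background. Shares carry 95% Wilson intervals, which cover counting error over peaks only. Differences between lists used Fisher's exact test, and summit windows were compared with the same peak's flank by an exact McNemar test, all two-sided. The 8-mers present in at least 5 windows were tested with their reverse complements. P-values were adjusted by Benjamini and Hochberg within each family, that is 6 overlaps, 3 rank correlations, 3 tests of each share, or all 8-mers of a list. The treatment pileup and control background behind a summit were solved from fold enrichment and −log10 p as the whole pileup whose Poisson tail matched the −log10 p. Over 100000 permutations and 1000 placements, the smallest attainable p-values are 1e-05 and 0.001.

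The expectation from the shared control was simulated at 1000000 sites. Each site took a rate drawn from the recovered WT backgrounds, 1 control count and 3 treatment counts, with MACS-like calling at the weakest −log10 p of the WT or 154Q[V591A;S602D] list. The control counts were scaled by the step between recovered backgrounds, 0.585 for WT and 0.444 for 154Q[V591A;S602D], and 65.1% and 65.6% of the backgrounds above the genome-wide value lay near a whole multiple of it, against 10% by chance. The ratio of these steps, 1.32, is a second estimate of the relative depth. 154Q was given the WT depth and threshold, because its own cannot be recovered from its list. Libraries were sequenced to a similar nominal depth by the authors, which does not give the number of short, aligned fragments in each merged library. The recovered rates come from called peaks only.

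Genes named in the text are those nearest the 10 highest-ranked peaks of each list, 12 CIC targets (Etv1, Etv4, Etv5, Spry2, Spry4, Spred1, Spred2, Spred3, Dusp4, Dusp6, Shc3 and Ccnd1) and Cic, En1 and Atxn1. Etv4, Etv5, Spry4 and Spred1 are also named by the study from these libraries. No leave-one-out or paired analysis was possible from the peak lists, as replicates were merged before peak calling. Alternatives were other q thresholds, repeat filters, overlap rules, promoter and gene distances, motif windows, backgrounds and octamers, and equal list lengths.

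The methods were tested on simulated data with known answers. Of 1000 simulated peaks with 300 planted overlaps, 301 were called shared, and with none planted 1 was (p 0.604). The octamer was found in 200 of 1000 windows in which it had been planted. The 8-mer test gave 11 calls of 15851 with 1 octamer planted, overlapping 8-mers included, and 0 of 15881 without. All 1000 simulated pileups were recovered. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.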

Results

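The dataset profiles binding of the transcriptional repressor Capicua (CIC) in the mouse cerebellum at 10 weeks of age. CUT&RUN, in which an antibody directs a nuclease to cut out and release the DNA beneath its target protein, was performed with antibodies against CIC, against the active chromatin mark H3K27ac and with non-specific IgG. The labels describe 45 samples, that is 15 animals by 3 antibodies. The animals fall into 4 genotypes. WT mice (n = 4), mice carrying a polyglutamine-expanded Atxn1 allele opposite a normal one (154Q, n = 4) and mice whose expanded allele also carries V591A and S602D (154Q[V591A;S602D], n = 3) were profiled beside mice lacking Cic in the En1 lineage (CIC KO, n = 4), which served as the negative control. V591A and S602D lie in the part of ATXN1 that contacts CIC, so the comparison asks whether CIC occupancy in the expanded-allele mice depends on that contact.

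The values are 3 lists of CIC peaks, one each for WT, 154Q and 154Q[V591A;S602D]. Each list was called on the merged libraries of a genotype against the merged CIC KO libraries, so each list is a single observation per genotype and no spread between animals can be given. All tests below are over peaks, which are not biological replicates, and they compare these lists rather than animals. The control is contained in every value, because a peak is a region where a genotype exceeded CIC KO. The 30 H3K27ac and IgG samples and the signal of single animals were not analysed here. Fold enrichment, −log10 p and −log10 q are the authors' values. They were used to describe, rank or filter peaks within a list and, for WT and 154Q[V591A;S602D], to recover the fragment pileup and control background at each summit.

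The WT list held 6018 summits in 4596 peaks, the 154Q list 2091 summits in 1695 peaks and the 154Q[V591A;S602D] list 1109 summits in 922 peaks. On the assembled chromosomes these came to 4588, 1690 and 918 peaks, with 5998, 2079 and 1100 summits. The median peak width was 214 bp in WT and 200 bp in 154Q[V591A;S602D], and the peaks covered 1216 kb and 227 kb in total. The 154Q list gives summit positions without peak boundaries or fold enrichment, so no width was measured for it. The median fold enrichment was 2.90 in the WT list and 3.09 in the 154Q[V591A;S602D] list.

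The depth behind the peaks was recovered for the lists that carry both fold enrichment and −log10 p. A whole-number pileup of fragments was solved for 99.9% of WT summits and 99.7% of 154Q[V591A;S602D] summits. The median pileup was 30 fragments in WT and 27 fragments in 154Q[V591A;S602D], and the smallest was 19 and 18 fragments. The genome-wide background expected from the control was 6.59 fragments for WT and 5.28 fragments for 154Q[V591A;S602D], a ratio of 1.25. The number of usable fragments was not recoverable for 154Q.

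Peaks lying mostly in repeats differed between the lists as deposited. In WT, 3.40% of peaks (95% Wilson interval 2.91 to 3.96%) had more than 50% of their bases in soft-masked sequence, against 7.63% (6.08 to 9.52%) in 154Q[V591A;S602D]. Measured alike within 50 bp on either side of each summit, the share was 4.25% in WT, 2.07% in 154Q and 8.28% in 154Q[V591A;S602D]. All 3 pairwise differences passed Fisher's exact test (two-sided, adjusted p from 1.76e-12 to 2.03e-05). Raising the stringency to more than 20% masked bases moved these values most, to 11.8% of WT peaks and 13.9% of 154Q[V591A;S602D] peaks. The 154Q list had already been stripped of repeat peaks by the authors. A common repeat filter was therefore applied to the WT and 154Q[V591A;S602D] lists before lists were compared, which removed 156 and 70 peaks.

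After this filter, 4432 WT peaks, 1690 154Q peaks and 848 154Q[V591A;S602D] peaks remained. The WT list was thus 2.62 times as long as the 154Q list and 5.23 times as long as the 154Q[V591A;S602D] list. The order depended on the significance asked for. Above a −log10 q of 10 there were 804, 290 and 76 peaks in the 3 lists, above 50 there were 48, 47 and 7, and above 100 the 154Q list held more peaks than WT, with 20 against 11 and 4 in 154Q[V591A;S602D].

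**Figure D1:**
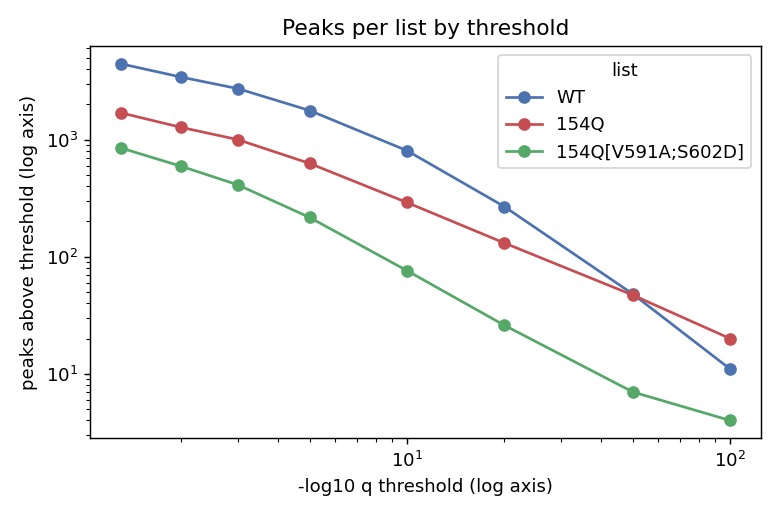
Number of peaks (log axis) in each list above a given −log10 q (log axis), after the common repeat filter, with one line per genotype. The WT line lies highest at the authors' threshold with 4432 peaks and falls below the 154Q line at a −log10 q of 100, with 11 against 20 peaks.

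To determine whether the genotypes shared binding sites, peaks were intersected with a minimum overlap of 1 bp. In 154Q, 61.2% of peaks (58.8 to 63.5%) coincided with a WT peak and 24.8% (22.8 to 26.9%) with a 154Q[V591A;S602D] peak. In 154Q[V591A;S602D], 70.8% of peaks (67.6 to 73.7%) coincided with a WT peak and 49.8% (46.4 to 53.1%) with a 154Q peak. In WT, 23.0% of peaks were found in 154Q and 13.4% in 154Q[V591A;S602D]. Every share exceeded all 1000 random placements of the second list (one-sided permutation test, adjusted p 0.001, the smallest it can give). When promoter peaks were placed only at other promoters, the highest chance share in any of the 6 comparisons was 4.36%. Because all lists share one control, 3 unchanged groups were also simulated against a single control, which gave shares of 0.143 to 3.05%. These simulated shares rest on 1, 5 or 19 sites called in both lists, so differences among them are imprecise. The simulation drew all counts of a site from the same rate, apart from depth, so it covers only chance shortfalls of the control. Sites at which the control libraries were lower for reasons other than CIC are not covered by it. The placements, which used all annotated start sites, do not cover them either. Requiring a reciprocal overlap of 50%, which could be run for WT and 154Q[V591A;S602D] alone, moved a share most, to 40.6% of 154Q[V591A;S602D] peaks found in WT. With the 848 highest-ranked peaks of each list, the 6 shares lay closer together. They were then 47.4% of WT peaks found in 154Q, 39.5% of WT peaks found in 154Q[V591A;S602D], 48.1% and 39.4% of 154Q peaks found in WT and in 154Q[V591A;S602D], and 40.7% and 40.0% of 154Q[V591A;S602D] peaks found in WT and in 154Q.

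**Figure D2:**
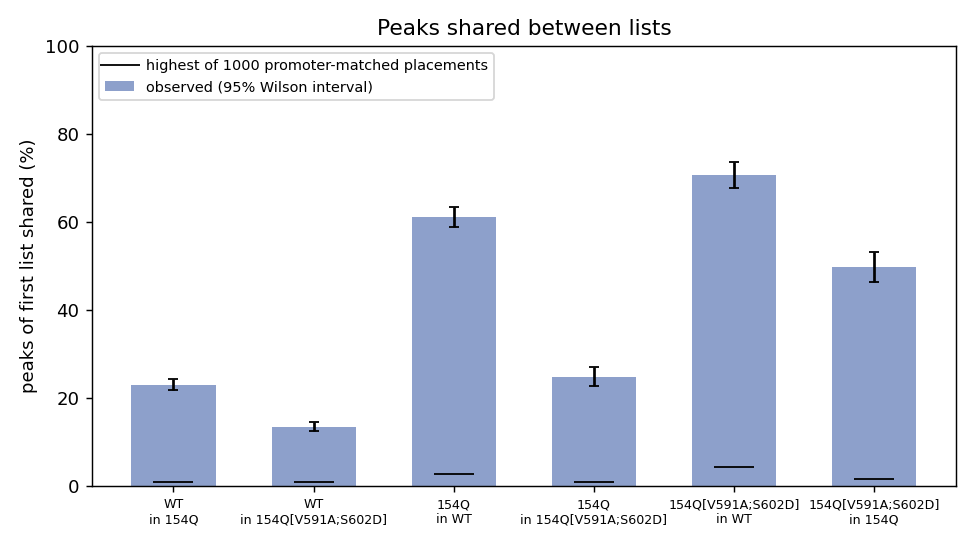
Share of the first list's peaks (percent) that overlap a peak of the second list, for the 6 ordered pairs of lists, with bars for the observed shares, 95% Wilson intervals, and black dashes at the highest of 1000 promoter-matched random placements. The observed shares run from 13.4 to 70.8%, and no dash exceeds 4.36%.

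Overlap was concentrated among the strongest peaks. Of the 100 highest-ranked 154Q peaks, 90 were in the WT list and 64 in the 154Q[V591A;S602D] list, and all 100 highest-ranked 154Q[V591A;S602D] peaks were in the WT list. Peaks present in all 3 genotypes made up 388 of the 154Q peaks, 415 of the WT peaks and 398 of the 154Q[V591A;S602D] peaks. A further 3234 WT peaks (73.0%), 625 154Q peaks (37.0%) and 224 154Q[V591A;S602D] peaks (26.4%) were found in a single list. Ranks by −log10 q were moderately related at shared peaks. Spearman's rho was 0.435 over 1034 peaks shared by 154Q and WT, 0.424 over 600 peaks shared by 154Q[V591A;S602D] and WT, and 0.524 over 419 peaks shared by 154Q and 154Q[V591A;S602D] (permutation test, two-sided, adjusted p 1e-05 for all 3, the smallest it can give). These correlations are across peaks, which are not independent replicates. The permutation test takes the lists as independent, whereas all −log10 q values rest on the same control. In 1000 permutations that kept the background of each of 597 peaks shared by 154Q[V591A;S602D] and WT and permuted the ratio of pileup to background, rho averaged 0.267, against 0.415 observed over these peaks. No such value was available for the pairs with 154Q. Restricting to peaks with a q below 0.001 in both lists moved rho most, to 0.547 for 154Q[V591A;S602D] and WT.

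Most peaks were at promoters. The summit lay within 1 kb of an annotated start site in 58.5% of WT peaks (57.0 to 59.9%), 62.0% of 154Q peaks (59.6 to 64.2%) and 70.0% of 154Q[V591A;S602D] peaks (66.9 to 73.0%), against means of 4.74%, 4.71% and 4.70% over 100 random placements. Of the peaks elsewhere, most were intronic, amounting to 26.9% of WT, 23.6% of 154Q and 18.8% of 154Q[V591A;S602D] peaks, followed by intergenic peaks at 12.2%, 12.2% and 10.3%. The promoter share was 11.6 percentage points higher in 154Q[V591A;S602D] than in WT (Fisher's exact test, two-sided, adjusted p 5.4e-10) and 3.49 points higher in 154Q than in WT (adjusted p 0.0133). The difference of 154Q from 154Q[V591A;S602D] was -8.09 points (adjusted p 9.14e-05), and without the repeat filter this difference did not pass (adjusted p 0.126). Neither difference from WT held when the 848 highest-ranked peaks of each list were compared, an alternative chosen after the data were examined. The share was then 63.9% in 154Q against 73.5% in WT (difference -9.55 points, adjusted p 8.2e-05), and 154Q[V591A;S602D] was not separable from WT (adjusted p 0.131).

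Peaks were assigned to protein-coding genes where the summit lay in the gene body or within 5 kb upstream. This gave 2946 genes in WT, 1269 in 154Q and 677 in 154Q[V591A;S602D], and 406 genes had a peak in all 3 lists. Of the 154Q genes, 78.3% also had a WT peak and 33.7% a 154Q[V591A;S602D] peak. Asking for a q below 0.001 moved these numbers most, to 2014, 800 and 346 genes.

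Established CIC targets were examined as positive controls. Of 12 targets fixed before the data were examined, 11 had a peak in 154Q, 9 in WT and 7 in 154Q[V591A;S602D], whereas 5.79%, 13.4% and 3.09% of all protein-coding genes had one. Spry2 had no peak in any list. Ccnd1 and Spred3 had a peak in 154Q alone, at rank 131 and rank 300, and Dusp6 and Shc3 had a peak in 154Q (rank 176 and rank 34) and in WT (rank 3141 and rank 1245) and none in 154Q[V591A;S602D]. At Etv4, the 154Q summit lay at chromosome 11 position 101785406 (GRCm38), 35 bp from a start site, and the peak ranked 9 in 154Q, 28 in WT and 52 in 154Q[V591A;S602D]. The best Etv1 peak, on chromosome 12 from 38780237 to 38781169 in WT, ranked 24 in WT, 11 in 154Q and 24 in 154Q[V591A;S602D]. Its WT summit was intronic and lay 66 bp from a start site. Spred2 ranked 82, 14 and 51, and Dusp4 ranked 11, 8 and 13 in the same order of lists.

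The highest-ranked peaks were largely the same loci. At Etv5, the WT peak spanned chromosome 16 from 22439626 to 22440367, with its summit 175 bp from the start site, and ranked 1 in WT, 4 in 154Q and 1 in 154Q[V591A;S602D]. At Spry4, the WT peak spanned chromosome 18 from 38601161 to 38601722, its summit lay 3 bp from the start site, and it ranked 4, 2 and 2. An intergenic peak on chromosome 11 from 105353013 to 105353541, 60687 bp from the nearest protein-coding start site, that of Mrc2, ranked 2, 1 and 3. The Hsd17b12 promoter (chromosome 2 from 94157881 to 94158373) ranked 3, 3 and 4. A peak in an intron of Spred1 (chromosome 2 from 117122715 to 117123465) ranked 8, 7 and 7 and had a fold enrichment of 16 in WT, the highest of that list. A peak in an intron of Clstn2 on chromosome 9 from 97685638 to 97686028, whose nearest protein-coding start site is that of Trim42, ranked 5, 6 and 9. An intergenic peak on chromosome 8 from 125317582 to 125317994 ranked 6 in WT and 5 in 154Q. It lay 174931 bp from the nearest protein-coding start site, that of Sipa1l2. The Hbp1 promoter ranked 7 in WT and 8 in 154Q[V591A;S602D]. The remaining top peaks were at Gm47283 on chromosome Y and Gm21887 on chromosome X in WT (ranks 9 and 10) and in 154Q[V591A;S602D] (ranks 5 and 6), an untranslated region of Ung in 154Q[V591A;S602D] (rank 10), and Dusp4, Etv4 and a second Etv5 peak in 154Q (ranks 8, 9 and 10). The Ung summit lay 54 bp from a start site.

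**Figure D3:**
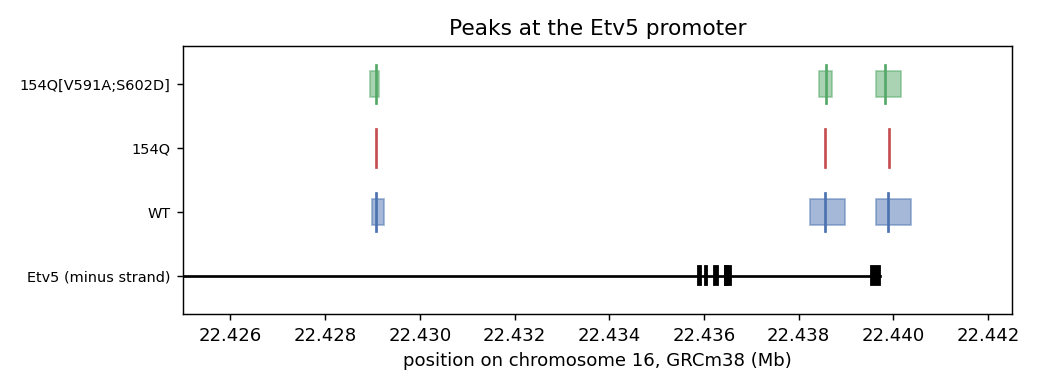
Map of the 5′ part of Etv5 (minus strand, exons as black boxes) on chromosome 16 of GRCm38 in Mb, with the peaks of each list as boxes and their summits as lines. The 154Q list gives summits only, and its 3 summits lie at positions 22429073, 22438562 and 22439898, each within a WT peak.

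The published CIC octamer, T[CG]AATG[AG]A on either strand, was counted within 50 bp of each summit and in a window of the same length 500 bp away. It was present at 6.57% of 154Q summits (5.48 to 7.85%) against 1.48% of their flanks, and at 2.39% of WT summits (1.98 to 2.88%) against 1.17% of their flanks (exact McNemar test, two-sided, adjusted p 1.18e-13 and 2.76e-05). In 154Q[V591A;S602D], 3.54% of summits (2.49 to 5.01%) and 1.89% of flanks had it, which did not pass the threshold (adjusted p 0.0541). Taking the 848 highest-ranked peaks moved the excess over the flank most, in 154Q from 5.09 to 9.32 percentage points. The 154Q[V591A;S602D] comparison depended on the processing. With windows of 100 bp on either side, the adjusted p was 0.0295, and with shuffled summit windows as background it was 0.000472. The share was 4.18 percentage points higher in 154Q than in WT (Fisher's exact test, two-sided, adjusted p 2.78e-13) and 3.03 points higher in 154Q than in 154Q[V591A;S602D] (adjusted p 0.00253), while 154Q[V591A;S602D] was not separable from WT (adjusted p 0.0583). The difference between 154Q and 154Q[V591A;S602D] was not separable from 0 among promoter peaks (1.53 points, adjusted p 0.141), and it was 4.99 points outside promoters (Fisher's exact test, unadjusted p 0.0175).

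The share of peaks with the octamer was highest among the 100 strongest peaks of each list. Among the 100 strongest peaks, 33 in 154Q, 14 in WT and 12 in 154Q[V591A;S602D] carried it. Among the next 200 peaks, the share was 13% in 154Q, 2.50% in WT and 3.50% in 154Q[V591A;S602D].

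**Figure D4:**
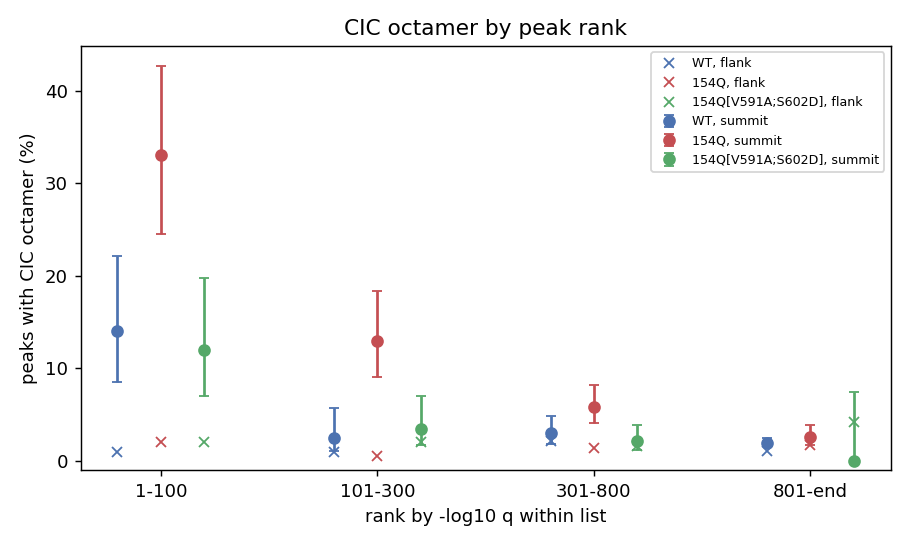
Share of peaks (percent) with the CIC octamer within 50 bp of the summit, by rank of −log10 q within each list, with circles for summits (95% Wilson intervals) and crosses for flanks, coloured by genotype. The 154Q circle at ranks 1 to 100 stands at 33%, above 14% in WT and 12% in 154Q[V591A;S602D], and the circles fall towards the flanks at lower ranks.

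Shared and list-specific peaks were then compared. In WT, 5.01% of peaks shared with another list carried the octamer, against 1.42% of WT-only peaks (Fisher's exact test, two-sided, adjusted p 3.09e-10). In 154Q the shares were 7.14% and 5.60%, which were not separable (adjusted p 0.263). In 154Q[V591A;S602D] they were 4.33% and 1.34% (adjusted p 0.054), the latter resting on 3 of 224 peaks. Within list-specific peaks, the octamer was more frequent at summits than in flanks in 154Q (5.60% against 1.92%, exact McNemar test, adjusted p 0.00327) and not in WT (1.42% against 1.14%, adjusted p 0.57).

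A motif-free comparison of all 8-mers gave 330 8-mers more frequent at WT summits than in flanks, 76 at 154Q summits and 27 at 154Q[V591A;S602D] summits, of 30782, 23028 and 12925 tested (Fisher's exact test, Benjamini-Hochberg adjusted p under 0.05). The 8-mers less frequent at summits numbered 314, 35 and 10. The calls followed GC content, with a mean of 67.2%, 71.9% and 85.6% GC in the more frequent 8-mers of WT, 154Q and 154Q[V591A;S602D] and 21.6%, 10% and 5% in the less frequent ones. The top 8-mer of each list was GC-rich. GCCCCGCC was at 9.07% of WT summits and 2.14% of flanks, and at 10.4% of 154Q summits and 1.83% of flanks, while CCCCGCCC was at 13.6% of 154Q[V591A;S602D] summits and 3.54% of flanks. The CIC octamer TGAATGAA ranked 4 in 154Q, at 4.02% of summits against 0.414% of flanks (adjusted p 3.86e-10), and 471 in WT, at 1.17% against 0.474% (adjusted p 0.023). It did not pass in 154Q[V591A;S602D], at 1.3% against 0.825% (adjusted p 1).

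Loci altered in the control or model mice were examined in the deposited lists. Cic lies on chromosome 7 from 25267704 to 25294159 (plus strand) and held 5 peaks in WT, 2 in 154Q and 2 in 154Q[V591A;S602D]. The peak near its main promoter was in all 3 lists, with its WT summit at position 25268122. The other 4 WT summits, all intronic, lay between positions 25278772 and 25282086. The summit at 25282086 was 93 bp from a protein-coding start site, so it also counts as a promoter peak. The other 154Q summit, at position 25281929, lay within the same WT peak. The other 154Q[V591A;S602D] summit lay in a coding exon at position 25285657. En1 (chromosome 1 from 120602418 to 120607992) had no peak in any list. Atxn1 (chromosome 13 from 45549755 to 45965008) had 1 peak, in the untranslated region of the gene at position 45568526 in 154Q[V591A;S602D]. Chromosome Y carried 34, 9 and 42 deposited peaks in WT, 154Q and 154Q[V591A;S602D], of which 33, 9 and 42 lay in its last 2 Mb.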

Values the study reported

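The study reported 2079 peaks in Atxn1 154Q/2Q mice, with 64% of them within 1 kb of a start site. It placed Etv4, Spry4, Etv5 and Spred1 among its top 10 peaks.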

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

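The tests of list length as the source of the octamer difference between 154Q and WT, of promoter share as the source of that between 154Q and 154Q[V591A;S602D], and of masking in arrays of the telomere hexamer, were chosen only after the result was seen. The other tests of explanations in this part were also chosen after the data were examined, though before their own values were computed. The promoter difference without the repeat filter was the exception, as it was fixed before the data were examined. Lists rest on merged libraries, so no difference here has a check against the spread between animals, and differences in batch or library quality between genotypes cannot be examined from the lists.

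The share of peaks with the CIC octamer differed between genotypes under the same contrast with CIC KO, by 4.18 percentage points between 154Q and WT and by 3.03 points between 154Q and 154Q[V591A;S602D]. A shorter list of stronger peaks would hold more octamers, but with 848 top-ranked peaks from each list 154Q still exceeded WT by 6.49 points, which argues against list length. Between 154Q and 154Q[V591A;S602D] the difference at equal list length was 7.08 points, at 10.6% against 3.54%. That value decides nothing about list length, because 154Q is the longer list and octamers were concentrated at its high ranks, so shortening it was bound to widen the difference. Repeat filtering as the whole cause is argued against by a difference of 4.34 points between 154Q and WT when all lists passed one summit-window filter. Between 154Q and WT, a different share of promoters is argued against by a difference of 2.73 points among promoter peaks. Between 154Q and 154Q[V591A;S602D] it is argued against by a difference of 2.75 points with both lists weighted to the same share of promoter peaks (permutation within promoter and other peaks, two-sided p 0.0045). Part of the difference may come from where the summit is placed. At the 1034 peaks shared by 154Q and WT the octamer lay at 7.35% of 154Q summits and 5.90% of WT summits (exact McNemar p 0.0237). Windows of 100 bp on either side still gave a difference of 5.32 points, with an odds ratio of 2.38 against 2.87 within 50 bp. This argues against placement as the whole cause where the octamer lay within 100 bp of the summit. Larger shifts are not covered by this window and stay open. The number of usable fragments behind the 154Q list cannot be recovered from it, and with it the precision of its summits, so depth stays open. A change in CIC occupancy at octamer sites in 154Q mice stays open as a biological hypothesis, untested against animals here. The paper measured spike-in normalized signal at CIC peaks and counted the reads of each replicate there. It reports the highest CIC binding in 154Q and a return to WT levels in 154Q[V591A;S602D]. That signal was not analysed here.

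The share of promoter peaks differed by 3.49 points between 154Q and WT, by 11.6 points between 154Q[V591A;S602D] and WT, and by -8.09 points between 154Q and 154Q[V591A;S602D]. At equal list length the second difference was -3.42 points and not separable from 0 (Fisher's exact test, two-sided, adjusted p 0.131), so list length may account for it. The first turned to -9.55 points (same test, adjusted p 8.2e-05). Its positive sign thus depended on list length, but list length alone predicts no difference in the other direction. The cause of that reversed difference stays open. For the third, 154Q[V591A;S602D] still exceeded 154Q by 6.13 points at equal list length, which argues against list length. It was however not separable from 0 without the repeat filter (-3.08 points, adjusted p 0.126). What the filter difference contributes, and a change of binding sites by genotype, stay open.

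Masked summit windows differed between lists, with odds ratios of 0.476 for 154Q against WT, 2.03 for 154Q[V591A;S602D] against WT and 0.234 for 154Q against 154Q[V591A;S602D]. The comparisons with 154Q follow the authors' filtering of that list. That filter is visible in arrays of the telomere hexamer. They were 5 of the 10 highest-ranked deposited WT peaks and 7 of the 10 in 154Q[V591A;S602D], with none in 154Q, and all 21 such peaks had more than 50% masked bases. Between 154Q[V591A;S602D] and WT, list length is argued against by a difference of 5.56 points at equal length. A weaker true signal that leaves a larger place for repeats, or a real difference in repeat reads, stays open.

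Peaks on unplaced contigs lay outside the comparisons of the report: 8 in WT, 5 in 154Q and 4 in 154Q[V591A;S602D]. They exceed the control by construction. No explanation, technical or biological, was tested for them.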

How the results depend on the processing

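All alternatives were fixed before the data were examined except thresholds of −log10 q of 5, 10 and 50, filtering on the summit window, the use of all summit lines, equal list length for promoter and octamer shares, all gene types, the rank correlation at stronger peaks, masked shares of summit windows and the alternatives to octamer shares between lists. Of 176 alternative values, 133 stayed on the same side or within the allowed range, 29 moved, 6 passed the threshold anew, 4 no longer passed it and 4 reversed. Some of the 133 could not change, such as the promoter share of 154Q without the repeat filter or of 154Q[V591A;S602D] at equal list length. Overlaps were judged by their p-value alone, so a fall from 70.8 to 40.6% of 154Q[V591A;S602D] peaks found in WT counted as unchanged. The tally therefore overstates stability. No paired analysis was possible from the peak lists because replicates were merged before peak calling. For that reason no replicate was left out either. Reciprocal overlap and rank by fold enrichment were run only between WT and 154Q[V591A;S602D], since the 154Q list holds no intervals and no fold enrichment. Filtering at more than 20% masked bases left 154Q as it was for the same reason.

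All 6 overlaps exceeded random placement under every alternative run, from 7.76% of WT peaks found in 154Q[V591A;S602D] under reciprocal overlap to 78.5% of 154Q[V591A;S602D] peaks found in WT at a q below 0.001. The rank correlations stayed positive, from 0.388 to 0.547. The octamer was enriched at summits of WT and 154Q under all 7 alternatives each, and the octamer share was higher in 154Q than in WT under all 5 that were run.

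The counts followed the threshold. At a q below 0.001 there were 2718, 997 and 410 peaks in WT, 154Q and 154Q[V591A;S602D], and 800 and 346 genes in 154Q and 154Q[V591A;S602D]. Above a −log10 q of 5 there were 1768, 625 and 216 peaks, above 10 there were 804, 290 and 76, and above 50 there were 48, 47 and 7. Fewer peaks pass by construction.

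Promoter shares moved with the distance allowed. Within 500 bp they were 52.0, 55.9 and 62.5% in WT, 154Q and 154Q[V591A;S602D], and within 3 kb 66.7, 68.5 and 77.0%. In WT the share was 63.1% at a q below 0.001 and 73.5% in the 848 highest-ranked peaks. Without the repeat filter it was 56.8% in WT and 65.0% in 154Q[V591A;S602D]. The difference between 154Q and WT no longer passed within 3 kb (1.72 points) or at a q below 0.001 (0.493 points), and reversed at equal list length (-9.55 points). That between 154Q[V591A;S602D] and WT reversed at equal list length (-3.42 points), and that between 154Q and 154Q[V591A;S602D] no longer passed without the repeat filter (-3.08 points). The cause of these changes was not tested beyond list length. The masked share rose at more than 20% masked bases to 11.8% of WT and 13.9% of 154Q[V591A;S602D] peaks, and in summit windows to 17.4, 16.6 and 21.2% in WT, 154Q and 154Q[V591A;S602D], by construction.

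The octamer at 154Q[V591A;S602D] summits was close to the threshold and passed it with wider windows (2.24 points), shuffled windows (2.59 points), a q below 0.001 (3.90 points) and all summit lines (1.81 points), and the cause was not tested. Its excess in shared over specific peaks of 154Q[V591A;S602D] passed with summits within 100 bp (2.92 points) and a q below 0.001 (6.59 points). That of 154Q reversed at a q below 0.001 (-2.29 points) and was not separable from 0 in either setting. The octamer share of 154Q[V591A;S602D] against WT reversed at equal list length (-0.59 points), and that of 154Q against 154Q[V591A;S602D] no longer passed among promoter peaks (1.53 points). The cause was not tested for these.

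Depth limits the comparison of list lengths. The smallest pileup called was 19 fragments in WT and 18 in 154Q[V591A;S602D], so weaker sites were not detectable, and the number of usable 154Q fragments is unknown.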

Other observations

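The tests of octamers in WT-only peaks, of the position of peaks on chromosome Y and of the Cic locus were chosen only after the result was seen.

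A shallower library gives fewer peaks, so list length may reflect depth. WT pileups were thinned to the depth of 154Q[V591A;S602D] in 100 draws, with the weakest −log10 p of that list as threshold. At the depth ratio of 1.32 the lowest draw kept 2920 WT peaks, and at a ratio of 1.25 the lowest kept 3022, against 848 in 154Q[V591A;S602D]. Depth as the whole cause of the longer WT list is argued against, while the different number of animals and the unknown quality of each library stay open. A lower occupancy of CIC in 154Q[V591A;S602D] also stays open from these lists. From spike-in normalized signal, the paper reports binding in these mice at WT levels, or slightly below.

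The WT list is 2.62 times as long as the 154Q list although 154Q holds more peaks above a −log10 q of 100. WT-only peaks did not carry the octamer more often at the summit than in the flank (exact McNemar p 0.38), whereas 154Q-only peaks carried it at 5.60% against 1.42% in WT-only peaks (Fisher's exact p 5.36e-09). It is consistent with many WT-only peaks marking sites without the octamer, such as open chromatin whose signal was lower in the CIC KO libraries. Binding through partners or degenerate motifs gives the same picture and stays open.

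The top 8-mer of every list was GC-rich, although TGAATGAA at rank 4 and CATTCATA at rank 7 in 154Q were not. Base composition was tested by shuffling the summit windows with their dinucleotides kept. The top 8-mer was at least 6.39 times as frequent in real windows of each list as in shuffled ones, so composition alone is argued against for the top 8-mer. It stays open for the whole set of 8-mers, whose calls followed GC content. GC-box elements at the promoters bound, or at promoters open in the genotypes and less so in the control, may both account for it, and no test here separates these.

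Peaks on chromosome Y were nearly all at one end. Unequal numbers of males in a genotype and in the control might raise chromosome Y throughout, but 98.8% of the 85 peaks over the 3 lists lay in the last 2 Mb. A limit of 1 Mb, tried first, gave 81.2%, which had been read the other way, as a spread over the chromosome. The wider limit was set after seeing this, so this test is weak. Sequence shared with chromosome X was expected to cover most of these windows, and 40.5% of summit windows occurred exactly on X. The expectation was not met. The shares at which a decision would be taken were also changed after the value was seen, and a window with 1 mismatch counts as absent, so sequence shared with X stays open. No biological explanation was tested.

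The strongest WT peak in Cic away from its main promoter lay at chromosome 7 position 25282086, 93 bp from another protein-coding start site. It was a candidate for a site that looks bound because the sequence is deleted in the control. The recovered control background there was 45.6 fragments against 6.59 fragments genome-wide, which argues against a deletion of this site in every cell of the control. Cic was deleted in the En1 lineage alone, so a deletion in part of the cells stays open, and the background can also draw on control fragments nearby. The other 3 intronic WT peaks in Cic had backgrounds of 8.38 to 14.6 fragments, nearer the genome-wide value, and a deletion stays open for them as well. No biological explanation was tested.

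The ranks of peaks shared by 154Q[V591A;S602D] and WT may be related because both lists were called against one control. The recovered backgrounds at these peaks had a Spearman's rho of 0.875. With each peak's background kept and the ratio of pileup to background permuted, rho averaged 0.267 over 1000 permutations, with a highest value of 0.366, against 0.415 observed over 597 peaks. Keeping in each permutation only the peaks that still passed the threshold, it averaged 0.274, with a highest value of 0.377. Both argue against the control as the whole source, while much of the relation is accounted for by the background alone. Signal in open chromatin that raises the background and both pileups, and similar CIC occupancy in both genotypes, stay open.

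The 154Q list holds 2079 summits on the assembled chromosomes in 1690 distinct peaks. The peak number quoted from the study equals the number of summits and not that of distinct peaks.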
